A study of Mus musculus with 4 samples. Its data were reported in "OGT binds a conserved C-terminal domain of TET1 to regulate TET1 activity and function in development" (2018).

How the data were processed

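Whole genome bisulfite sequencing (WGBS) was carried out on mouse embryonic stem cells (mESCs) with wild-type TET1 (WT) or with TET1 D2018A, an amino acid change that the study made to weaken the binding of TET1 to the O-GlcNAc transferase OGT. There were 2 libraries per genotype, which the labels describe as biological replicates: WT replicates 2 and 5, and D2018A replicates 7 and 8. Bisulfite treatment reads 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) alike, so every methylation level here is the sum of both.

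The deposited values of each library are counts: the number of methylated base calls and of all base calls at each cytosine in CG context and on each strand, as raw counts with no normalization by the authors. According to the study's methods and the submitters' processing notes, adapters and PCR duplicates had been removed and reads mapped to mm10, with cutadapt 1.16 and Bismark 0.19.0 named, and calls per cytosine came from methylpy, whose version is not given in the sources used here. A list of differentially methylated regions (DMRs) was also deposited, holding each region's position and its number of joined significant sites. The authors made it with methylpy from sites within 250 bp of each other. That list carries no level or p-value per region, and whether libraries were pooled for it is not given in the sources used here.

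All listed cytosines lay on a CG of the GRCm38 (mm10) reference. Calls of both strands were summed per CpG site, which gave 21867550 sites on the nuclear chromosomes. Depth was 260302273 calls in WT replicate 2, 268269588 in WT replicate 5, 238665917 in D2018A replicate 7 and 206572644 in D2018A replicate 8, or 11.9, 12.3, 10.9 and 9.45 calls per site. Between 84.1% and 85.7% of sites had at least 1 call. At this depth counting error of a genome-wide level is small, with a 95% Wilson interval of 47.4343% to 47.4465% in WT replicate 2, so the spread between libraries sets the precision. Intervals cover counting error only, since reads carried no molecular identifiers.

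A methylation level is the number of methylated calls over all calls in a library, summed over a site, region or class. Genes came from the GENCODE M21 annotation: protein-coding genes, and the few non-coding genes named in the gene lists. Promoters were 250 bp either side of the annotated gene start, gene bodies ran from start to end, and the genome was also divided into 10 kb bins. Because the annotated start is the outermost one of all transcripts, the promoter window of a gene with several starts may not be the one in use. CpG islands were called on the reference in 500 bp windows with a GC fraction of at least 0.55 and an observed over expected CpG ratio of at least 0.65, which gave 12493 islands. Relative coverage is the number of calls per site over that of the median autosome of the same library. Levels of the 4 libraries were compared with a two-sided exact permutation test. With 2 against 2 libraries its smallest p is 0.333, so it cannot pass 0.05.

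Methylated and unmethylated counts per region were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with a term for each library and a genotype effect on the methylated column, giving log2 odds of methylation in D2018A over WT. Regions needed at least 20 calls per library (promoters) or 100 (gene bodies and bins), and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. In data simulated from these counts, the promoter test recovered 0% of changed promoters while regions close to 0% methylated were kept. Promoter tests were therefore limited to regions at 5% to 95% over all 4 libraries together. Gene bodies and bins were given the same limit. That reason does not cover gene bodies, where without a limit 28% and 97% were recovered at a log2 odds of 1 and 2. The limit was not part of the design set before the data were examined. With it, on 5825 simulated promoters edgeR recovered 5% of those changed by a log2 odds of 1 and 78% of those changed by 2, with 4 of 87 calls false, while limma made 0 calls there. On 19104 simulated gene bodies it recovered 48% and 100%, with 12 of 160 calls false, and on 243765 simulated bins 38% and 100%, with 21 of 159 false. The simulation changed 100 regions of each size, at a simulated correlation of 0.005, whereas most regions moved 1 way in the data. Its rates may therefore not carry over to the data, where limma called 777 promoters. The model takes regions as independent, whereas a shift of 1 cell line moves all regions together, so the number of regions called does not count as independent evidence.

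Gene lists were tested with camera (limma 3.58.1) on the logit of the promoter level after adding 0.5 to each count, with the correlation between genes preset to 0.01 and then estimated, and with fry. On 18661 simulated promoters camera recovered 10 of 10 changed lists with the preset correlation and 0 of 10 with an estimated one. A list that does not pass with an estimated correlation is therefore left undecided by that setting. The lists were maternal germline imprint promoters, imprinted genes, germline genes, 2-cell-like genes, pluripotency, nodal signalling, DNA methylation machinery, Hox genes, housekeeping genes, genes the study assayed by RT-qPCR, genes of a stretch of chromosome 9 that the study describes as deleted, and markers of primitive endoderm, trophoblast, neuroectoderm and epiblast, mesoderm and fibroblasts. Names of genes with changed RNA were taken from the study's list, which came from RNA of its WT and D2018A mESCs and not from these libraries. Whether the RNA came from the lines sequenced here is not given in the sources used here. Overlaps of genes were tested with Fisher's exact test and, over deciles of the number of covered CpG sites, with a Mantel-Haenszel test.

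Tests, lists, gene names and alternatives were otherwise set before the data were examined. Named genes were the 10 promoters and 10 gene bodies with the largest fall, and the 5 with the largest rise, in percentage points, among those past the threshold with both D2018A libraries on one side of both WT libraries. To these were added the 5 genes with most DMRs and Cdcp2, 17 genes fixed by name, and from each list the 2 members with the largest fall and the 2 with the smallest change or largest rise. Unnamed gene models were passed over. A gene that this rule selects is not reported here. Alternatives were other coverage minimums, a promoter window of 1000 bp either side, limma on logit levels, list tests on percentage points, levels relative to each library's genome-wide level, other thresholds for DMRs, other backgrounds and leaving out each library. A fit without 1 library takes the spread from the pair of the other genotype. A call lost in such a fit does not show that it rested on the library left out. The level limits, lists restricted to promoters at 5% to 95% and a background matched on coverage were chosen after seeing the data. Exon enrichment of DMRs was compared with 200 random placements. The p-value printed is two-sided, a choice made after a one-sided value had been seen, and both are given. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.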

Results

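The libraries measured CpG methylation (5mC and 5hmC together) in 2 WT and 2 D2018A mESC lines, to ask how an amino acid change in TET1 that weakens its binding to OGT affects methylation over the genome. TET1 oxidizes 5mC, and OGT adds O-GlcNAc to proteins. Depth ran from 206572644 to 268269588 CpG calls per library.

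The labels were checked on a stretch of chromosome 9 that the study describes as deleted in its WT lines. Nicn1 (chromosome 9, 108290429 to 108296498), Amt (108296853 to 108302302) and Tcta (108302958 to 108306160) had almost no calls in WT. Nicn1 had 0 and 2 calls in WT replicates 2 and 5, against 1510 and 1382 in D2018A replicates 7 and 8. For Amt, a glycine cleavage enzyme, the calls were 0 and 0 against 1189 and 1016, and for Tcta 0 and 4 against 993 and 981. The nearest well covered sites around this gap lay at 108282748 and 108306411, 23.7 kb apart, and held 297 CpG sites between them, with coverage of 0.0177 and 0.0277 of the median autosome in the WT libraries and 1.68 and 1.70 in D2018A. A scan of 10 kb bins with at least 30 CpG sites found 1 bin below 0.1 of the median autosome in both libraries of a genotype and above 0.5 in both of the other, and it lay in this stretch. Both WT lines lacked the stretch, so the genotypes differ at this locus as well as in Tet1. The study describes its lines as derived independently, and whether the ends of the gap are the same in both WT lines was not tested here.

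CpG methylation was lower in D2018A mESCs over the whole genome. The level was 47.4% and 43.9% in WT replicates 2 and 5 (45.7% ± 2.52, SD, n = 2) and 26.7% and 34.4% in D2018A replicates 7 and 8 (30.6% ± 5.45, SD, n = 2). The means differed by 15.1 percentage points, a loss of 33.0% of the WT level, and the closest WT and D2018A libraries were 9.45 points apart. Both D2018A libraries lay below both WT libraries, with p = 0.333 in the exact permutation test, the smallest that 2 against 2 libraries allow. The D2018A lines also differed from each other more than the WT lines did.

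Single CpG sites shifted from high and middle levels to low ones. Among sites covered at least 10 times, 23.4% ± 0.977 (SD, n = 2) were methylated up to 0.2 in WT and 41.2% ± 7.74 in D2018A. Sites at or above 0.8 made up 13.1% ± 3.58 in WT and 3.80% ± 2.21 in D2018A, and sites with no methylated call 12.005% ± 0.122 and 17.7% ± 1.504. In each case the libraries of the genotypes did not overlap (exact permutation p = 0.333).

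Every genomic class was lower in both D2018A libraries than in both WT libraries. Intergenic CpGs stood at 49.2% ± 2.60 in WT and 31.6% ± 6.50 in D2018A (SD, n = 2), a loss of 35.7% of the WT level. Soft-masked repeats stood at 49.3% ± 2.56 and 32.4% ± 6.51, introns at 46.9% ± 2.70 and 32.4% ± 5.18, and coding exons at 36.1% ± 1.83 and 25.4% ± 3.52, with gene bodies as a whole losing 30.8%. Promoters were low in both genotypes, at 4.30% ± 0.223 and 2.89% ± 0.405. CpG island promoters, which are unmethylated in most cells, stood at 0.795% ± 0.0122 and 0.669% ± 0.0229, a difference of 0.126 points. For each class the exact permutation p was 0.333. Along protein-coding genes the shape of the profile was shared: the level just upstream of the start was 3.49% in WT and 2.34% in D2018A, and late in the gene it reached 50.3% and 35.5%.

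**Figure D1:**
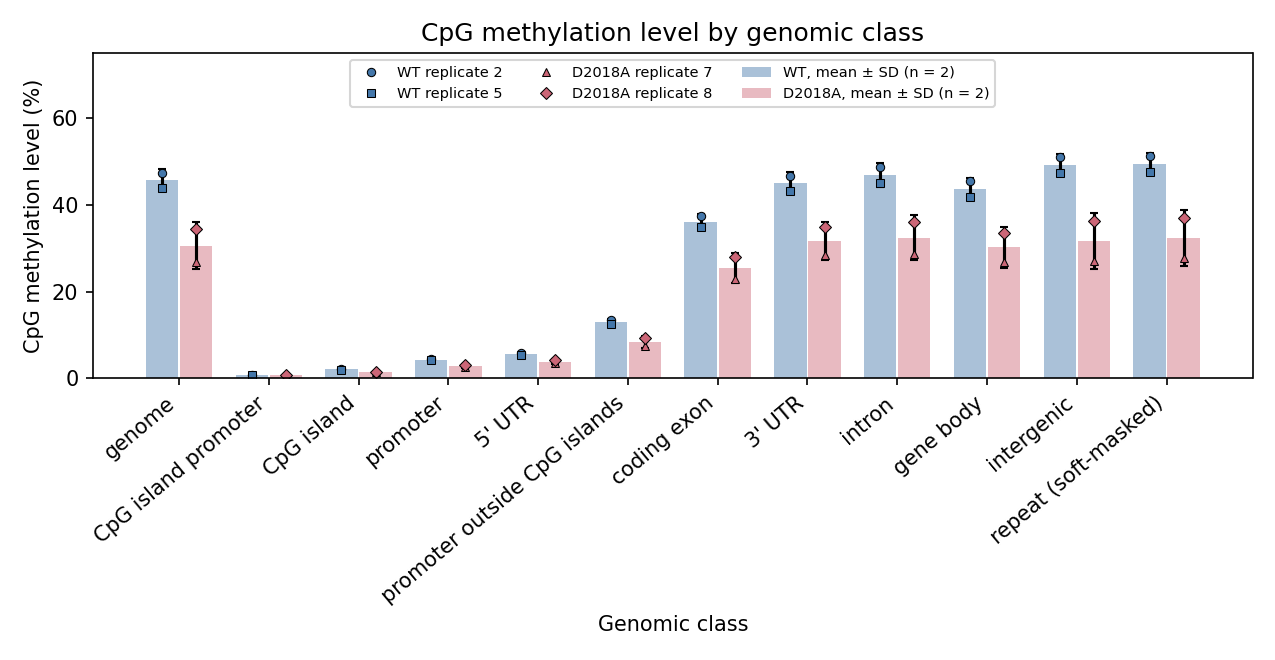
CpG methylation level in percent for the genome and 11 genomic classes. Bars are means of 2 libraries with SD, starting at 0, and points are libraries; both D2018A libraries lie below both WT libraries in each class, with intergenic CpGs at 49.2% in WT and 31.6% in D2018A.

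**Figure D2:**
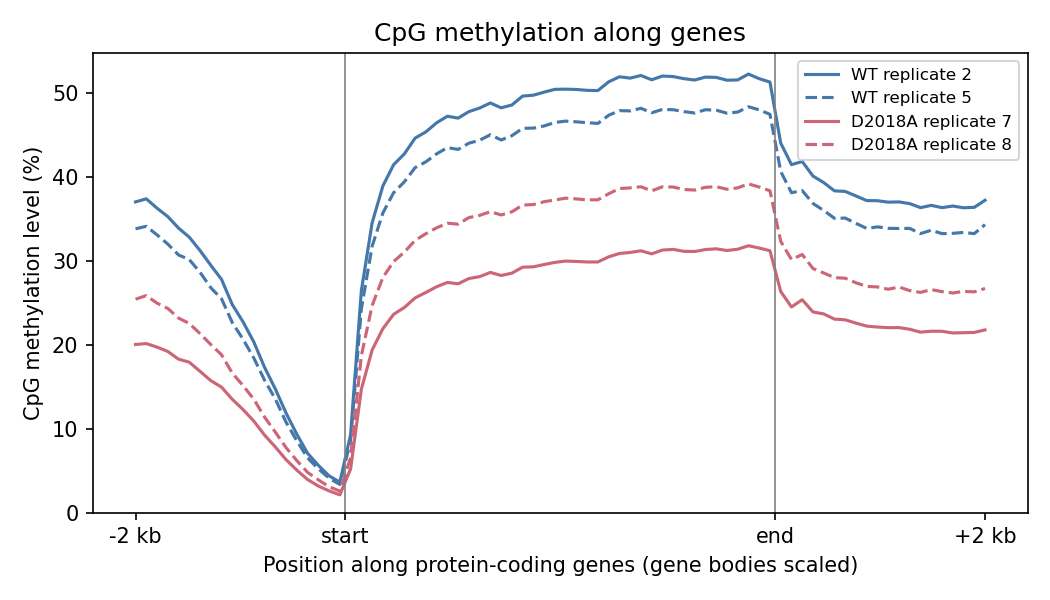
CpG methylation level in percent from 2 kb before the start to 2 kb after the end of 20350 protein-coding genes, with gene bodies scaled to one length. Each line is a library; all 4 dip at the gene start, and the D2018A lines run below the WT lines throughout.

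The relative loss depended on the starting level. For bins grouped by their level in WT replicate 2 and measured against WT replicate 5, D2018A kept 0.5502 of the level in bins at 30% to 40%, 0.698 in bins at 0% to 10% and 0.831 in bins at 80% to 90%. With the WT libraries exchanged the ratios were 0.522, 0.632 and 0.813. This comparison describes the bins and has no test.

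**Figure D3:**
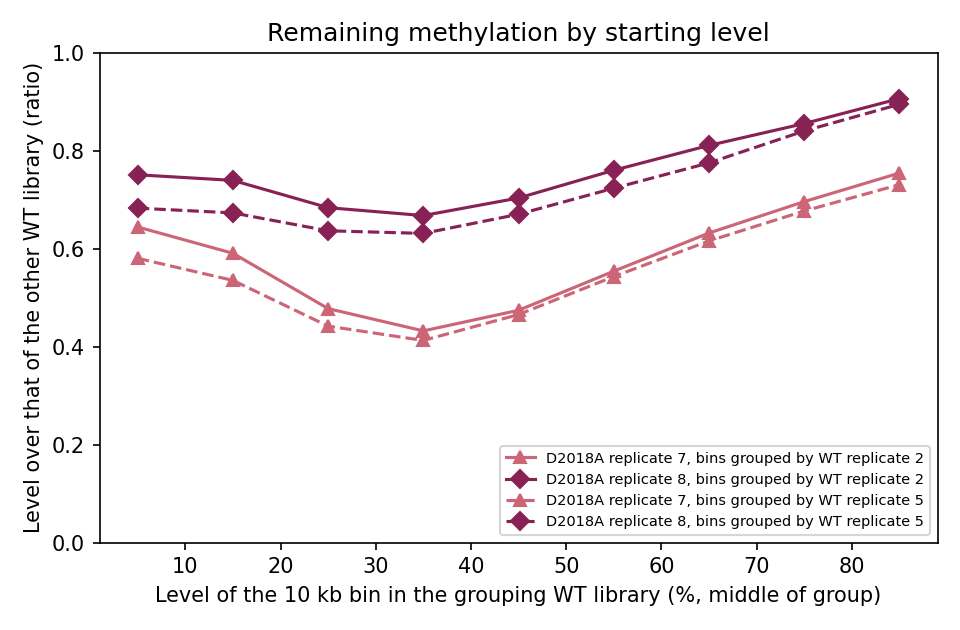
Level of each D2018A library divided by that of the WT library not used for grouping, against the level of 10 kb bins in the grouping WT library (percent, middle of each group with at least 20 bins). Solid and dashed lines are the groupings by WT replicates 2 and 5; each line is lowest at 30% to 40%, where the mean ratio was 0.5502 and 0.522.

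Nearly all 10 kb bins were less methylated in D2018A. Of 245468 measured bins, 98.6% were lower in both D2018A libraries than in both WT libraries and 58 were higher, where chance would put 16.7% on each side, and the median bin was 18.3 points lower. In edgeR's quasi-likelihood test 185122 of 243856 bins were lower at an adjusted p under 0.05 and 0 higher (1 higher at an unadjusted p under 0.05, and 3 in limma). Relative to each library's genome-wide level, 29215 bins were lower and 7132 higher, so that 80.4% of called bins were lower in place of 100%. Without WT replicate 2 or WT replicate 5 the spread came from the D2018A pair alone. Those fits cannot show which library the calls rested on. The median log2 odds stayed at -1.05 without WT replicate 2 and -1.30 without WT replicate 5 (-1.18 with all libraries).

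Chromosome X went from 44.5% ± 2.19 in WT to 27.1% ± 6.57 in D2018A (SD, n = 2), a loss of 39.0%, while the autosomes lost from 32.1% (chromosome 8) to 34.5% (chromosome 3). The difference between X and autosomes was not tested.

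The largest promoter falls were at Ms4a2, the beta chain of the high-affinity IgE receptor (chromosome 19, 11615523 to 11623719), from 74.3% ± 9.34 to 21.4% ± 16.8 (SD, n = 2, edgeR adjusted p = 0.00554), and at the olfactory receptor gene Olfr530 (chromosome 7, 140371872 to 140376331), from 74.2% ± 10.7 to 25% ± 7.07 (adjusted p = 0.00398). Ear6, an eosinophil-associated ribonuclease (chromosome 14, 51853699 to 51854643), fell from 57.4% ± 12.04 to 10.3% ± 4.50 (adjusted p = 0.000937). Tie1, an endothelial receptor tyrosine kinase (chromosome 4, 118471191 to 118490061), fell from 59.2% ± 0.131 to 12.8% in both libraries (log2 odds -3.29 ± 0.58, SE; adjusted p = 0.000242). Ms4a6d, Unc93a, Olfr1564, Asb9, Vsig4 and Spink11 followed with falls of 46.3, 45.5, 42.5, 42.3, 42.3 and 42.2 points. These windows are small: those of Ms4a2, Olfr530, Ear6, Ms4a6d, Olfr1564 and Spink11 hold 2 CpG sites each, and that of Tie1 holds 10. Without WT replicate 2 none of the 10 passed, with adjusted p from 0.0513 (Tie1) to 0.213 (Spink11). Calls at Ms4a2, Olfr1564, Asb9 and Vsig4 were also lost without WT replicate 5 (0.0737, 0.0584, 0.110 and 0.0522), and those at Asb9 and Spink11 without D2018A replicate 7 (0.0901 and 0.0687).

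Within the 5% to 95% limit 3 promoters rose. Gbp7, an interferon-induced GTPase gene (chromosome 3, 142530342 to 142550149), rose from 8.17% ± 4.74 to 19.6% ± 0.675 (SD, n = 2, log2 odds 1.46 ± 0.49, SE, edgeR adjusted p = 0.01995). Stmn2, a tubulin-binding protein of neurons (chromosome 3, 8509360 to 8561606), rose from 7.53% ± 5.74 to 17.9% ± 0.8005 (adjusted p = 0.0416), and Crybg2 (chromosome 4, 134060815 to 134092504) from 5.47% ± 0.621 to 11.6% ± 1.14 (adjusted p = 0.0380). In limma none of them passed, with an adjusted p of 0.0623 for Gbp7, 0.0708 for Stmn2 and 0.0805 for Crybg2. Without WT replicate 2 their adjusted p was 0.368, 0.170 and 0.242, and without WT replicate 5 it was 0.0584, 0.442 and 0.236. Without D2018A replicate 7 Stmn2 and Crybg2 were lost too (0.104 and 0.110). With no limit on the level 7 promoters were higher, 0 of them among these 3, and at 2% to 98% 11 were higher, all 3 among them.

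In all, 2413 of 5804 tested promoters were lower and 3 higher, with a median level of 44.7% in WT and 25.2% in D2018A. Both D2018A libraries lay below both WT libraries at 80.8% of them and above at 0.637%, against 16.7% by chance. The 12857 promoters left out as nearly unmethylated had medians of 0.567% and 0.538%. limma called 777 lower and 0 higher (4 higher at an unadjusted p under 0.05). Relative to the genome-wide level only 12 promoters were lower and 4 higher, so that 75% of calls were lower in place of 99.9%, and the median log2 odds moved from -1.16 to -0.22. Among the 12 were Tie1, Ear6 and Unc93a of the genes above, and the 4 were Gbp7, Stmn2, Crybg2 and the testis histone gene Hist1h2ba, named after its value was seen. In plain levels the median log2 odds was -1.05 without WT replicate 2 and -1.28 without WT replicate 5. It was -0.89 without D2018A replicate 7 and -1.45 without D2018A replicate 8.

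Genes of the Nodal pathway that the study assayed lost promoter methylation. Lefty1 (chromosome 1, 180935022 to 180938400), a Nodal antagonist, fell from 9.32% ± 0.0271 to 1.10% ± 0.733 (SD, n = 2, 171 to 185 calls per library; log2 odds -3.11 ± 0.72, SE, edgeR adjusted p = 0.00354), and its neighbour Lefty2 (180893108 to 180899103) from 16.3% ± 2.11 to 5.18% ± 0.502 (adjusted p = 0.00674). Of the 17 measured Nodal pathway promoters, 4 were tested, 2 fell and 0 rose, and both falls also passed adjusted over the list alone. Furin, a protease that processes Nodal, stood at 51.4% and 37.7% (adjusted p = 0.129) and the antagonist Cer1 at 55.5% and 43.6% (adjusted p = 0.180). Acvr2b and Gdf3 were near 0 in all libraries. camera did not set the list apart from other promoters (adjusted p = 0.391). Relative to the genome-wide level no promoter of the fixed lists passed in edgeR, and the odds of Furin and Cer1 turned to above 0. The call at Lefty2 was lost without WT replicate 2 (adjusted p = 0.196) and without WT replicate 5 (0.0628), and Lefty1 was below the level limit without either.

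Of the 5 genes the study assayed by RT-qPCR, 3 were tested, and Lefty1 and Lefty2 fell, also when adjusted over the list alone (camera adjusted p = 0.594). Slc38a4, an imprinted amino acid transporter gene, was at 61.7% and 18.6% in WT and 31.5% and 39.9% in D2018A, so its promoter differed most between the WT lines (adjusted p = 0.815). Peg10 had 0 methylated calls in each library, of 394 to 495 calls. Tet2 was at 0.668% ± 0.606 in WT and 0.989% ± 0.396 in D2018A (SD, n = 2).

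Among germline genes 18 of 33 tested promoters fell and 0 rose, and 21 fell adjusted over the list alone. Taf7l, a TFIID subunit of spermatogenic cells (chromosome X, 134460118 to 134476490), fell from 56.1% ± 2.36 to 24.6% ± 3.23 (SD, n = 2, edgeR adjusted p = 0.00241). Sohlh1, a germ cell transcription factor, fell from 62.3% ± 7.92 to 36.7% ± 8.71 (adjusted p = 0.00900). Sycp3 of the synaptonemal complex stood at 6.82% and 6.84% (adjusted p = 0.995), and Stra8, a meiotic entry gene, at 2.29% and 2.67%. The list lost more than other promoters in camera (adjusted p = 0.0361), but the adjusted p was 0.630 with an estimated correlation and 0.343 with promoters of 1000 bp either side. On percentage points in place of the logit it was 6.01e-05. These tests compared the list with all 18661 measured promoters, of which 12857 were nearly unmethylated and had little to lose. Of the 40 germline promoters 33 lay at 5% to 95%. Among promoters at 5% to 95% alone its direction turned, with an adjusted p of 0.301. The mean change there was -0.90 on the logit for the list and -1.17 for others. The larger loss was therefore not separated from the starting level. Without WT replicates 2 and 5 and D2018A replicates 7 and 8 in turn the camera adjusted p was 0.196, 0.0818, 0.199 and 0.0896. The calls at Taf7l and Sohlh1 were lost without WT replicate 2 (0.139 and 0.165) and without WT replicate 5 (0.0655 and 0.168), and that at Sohlh1 without D2018A replicate 7 (0.0544).

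Trophoblast markers also lost more than other promoters (camera adjusted p = 0.0255, but 0.630 with an estimated correlation and 0.384 with promoters of 1000 bp either side, and 0.0130 on percentage points). Elf5, a trophoblast transcription factor gated by methylation in mESCs, fell from 70.6% ± 9.71 to 40.4% ± 2.16 (SD, n = 2, edgeR adjusted p = 0.00790), and Esx1 from 34.1% ± 4.09 to 11.9% ± 2.32 (adjusted p = 0.0106). In all 4 of 8 tested promoters fell and 0 rose, the same number adjusted over the list alone. Cdx2 and Tfap2c were below 1% in both genotypes, at means of 0.957% and 0.391% in WT and 0.458% and 0.467% in D2018A. Restricted to promoters at 5% to 95% the adjusted p was 0.722, so the larger loss was not separated from the starting level. camera also lost the list without WT replicate 5 (0.0818) and without D2018A replicate 8 (0.0896). The calls at Elf5 and Esx1 were lost without WT replicate 2 (0.246 and 0.175) and without WT replicate 5 (0.0565 and 0.132).

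Pluripotency promoters were mostly unmethylated in both genotypes, with 22 of 26 measured ones below the level that was tested. Esrrb fell from 49.8% ± 3.68 to 33.1% ± 5.93 (SD, n = 2, edgeR adjusted p = 0.0361), as the only one of 4 tested promoters, also adjusted over the list alone. Nanog had 0 methylated calls in both WT libraries and a mean of 1.23% in D2018A (0.952% of 105 calls in replicate 7 and 1.52% of 66 in replicate 8). Dppa2 had 0 in both WT libraries and a mean of 1.47% in D2018A (0% of 22 calls in replicate 7 and 2.94% of 34 in replicate 8). These D2018A values rest on very few methylated calls. The list lost less than other promoters in camera (adjusted p = 0.0361, and 0.630 with an estimated correlation), while fry found no shift of its own (p = 0.881). Since 22 of its 26 promoters had little methylation to lose, that smaller loss was not separated from the starting level. The camera adjusted p was 0.301 among promoters at 5% to 95%, 0.0917 without WT replicate 2, 0.185 without WT replicate 5 and 0.211 without D2018A replicate 8. It was 0.0335 without D2018A replicate 7, 0.00181 with promoters of 1000 bp either side and 0.0160 on percentage points. Esrrb was lost without WT replicate 2, WT replicate 5 or D2018A replicate 7 (0.238, 0.250 and 0.171).

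Some imprinted loci, such as H19 and Nap1l5, differed in 1 line from the others. Most measured promoters were too little methylated to be tested, 26 of 36 for imprinted genes and 11 of 18 for maternal germline imprints. H19 (chromosome 7, 142575529 to 142578143) was at 68.0% and 65.1% in WT, 3.90% in D2018A replicate 7 and 60.6% in D2018A replicate 8, so its call (edgeR adjusted p = 0.00677; limma adjusted p = 0.0883) rested on 1 line. Igf2 on the same domain stood at 67% and 37.9% (adjusted p = 0.0668). Of 10 tested promoters of imprinted genes 2 fell and 0 rose, likewise adjusted over the list alone (camera adjusted p = 0.391). Among maternal germline imprint promoters 1 of 7 fell, Fkbp6, from 30.3% ± 4.66 to 19.7% ± 5.60 (SD, n = 2, adjusted p = 0.0241), and 1 adjusted over the list alone (camera adjusted p = 0.659). Mest stood at 67.5% and 52.8% (adjusted p = 0.116). Nap1l5 was at 0.796%, 0.768% and 1.45% in WT replicates 2 and 5 and D2018A replicate 7 and at 18.1% in D2018A replicate 8. Fkbp6 is also a germline gene and is in both lists. H19 was lost without D2018A replicate 7 (adjusted p = 0.534) and without WT replicate 2 (0.0728), and Fkbp6 without WT replicate 2, WT replicate 5 or D2018A replicate 7 (0.196, 0.287 and 0.236).

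Genes of the methylation and oxidation enzymes were tested because the mutation lies in TET1. Dnmt3l, a cofactor of de novo methylation (chromosome 10, 78041947 to 78063622), fell at its promoter from 43.7% ± 5.03 to 24.8% ± 0.347 (SD, n = 2, edgeR adjusted p = 0.0450). Trim28 fell from 50.3% ± 11.9 to 25.7% ± 1.04 (adjusted p = 0.0364). Tet1 (chromosome 10, 62804570 to 62908996) stood at 54.2% ± 5.89 and 25.4% ± 16.4 in a window of 2 sites with 20 to 29 calls per library (adjusted p = 0.0532). Dnmt1, the maintenance methyltransferase, stood at 66.7% and 55.2% (adjusted p = 0.242), Tet3 at 53.6% and 47.4% (adjusted p = 0.562) and Dnmt3a at 14.2% and 9.59% (adjusted p = 0.317). The windows of Trim28, Dnmt1 and Tet3 hold 3, 4 and 4 CpG sites, outside CpG islands. They lie at the outermost annotated start and may not be the promoters in use. Promoters of Dnmt3b, Uhrf1, Tdg, Ogt and Cxxc4 had means below 2% in both genotypes and were not tested. Among them Uhrf1 stood at 0.402% in WT and 1.39% in D2018A, and Cxxc4 at 0% and 1.75%. At both, the D2018A libraries lay above the WT libraries. At Tdg they lay below, and at Dnmt3b and Ogt the genotypes overlapped. In the list 3 of 8 tested promoters fell and 0 rose, or 4 adjusted over the list alone (camera adjusted p = 0.865). The calls at Dnmt3l and Trim28 were lost without WT replicate 2 (0.356 and 0.196), WT replicate 5 (0.157 and 0.333) or D2018A replicate 7 (0.0964 and 0.104).

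Hox genes had 6 of 13 tested promoters lower and 0 higher, or 9 adjusted over the list alone (camera adjusted p = 0.391). Hoxb3 fell from 50.4% ± 2.42 to 21.3% ± 10.5 and Hoxc4 from 50.5% ± 1.77 to 23.2% ± 4.17 (SD, n = 2, edgeR adjusted p = 0.00616 and 0.00670). Hoxd8 and Hoxb9 were too little methylated to be tested, with means of 0.766% and 0.444% in WT and 1.69% and 1.47% in D2018A. At each, both D2018A libraries lay above both WT libraries. For 2-cell-like genes 4 of 5 tested promoters fell and 0 rose, also adjusted over the list alone (camera adjusted p = 0.206). Zscan4d fell from 42.9% ± 12.1 to 9.13% ± 2.81 and the deubiquitinase gene Usp17lc from 75.9% ± 4.48 to 43.7% ± 6.27. Both belong to families of near-identical copies, so reads may be placed on the wrong copy and their values are uncertain. All 4 genes lost their call without WT replicate 2 (adjusted p from 0.139 for Zscan4d to 0.205 for Usp17lc) and without WT replicate 5 (0.0748 for Hoxc4 to 0.180 for Usp17lc), and Hoxb3 and Usp17lc without D2018A replicate 7 (0.0501 and 0.0847).

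Among markers of other cell types, primitive endoderm genes had 3 of 6 tested promoters lower, also adjusted over the list alone (camera adjusted p = 0.391), led by the adaptor Dab2, from 61.5% ± 1.40 to 21.4% ± 2.70 (SD, n = 2, edgeR adjusted p = 0.00679), and alpha-fetoprotein (Afp), from 71.3% ± 16.2 to 39.2% ± 10.6 (adjusted p = 0.00727). Fibroblast markers had 4 of 6 lower, or 5 adjusted over the list alone (camera adjusted p = 0.169), among them the collagen gene Col1a2, from 64.6% ± 1.74 to 33.9% ± 17.7, and the matrix protein gene Postn, from 51.2% ± 18.5 to 26.0% ± 7.59. Mesoderm markers had 0 of 5 past the threshold in edgeR, also adjusted over the list alone (2 lower at an unadjusted p under 0.05 and 0 in limma; camera adjusted p = 0.261), with Msgn1 at 62.3% and 43.7% (adjusted p = 0.0673) and Mesp2 at 31.8% and 20.8% (adjusted p = 0.0856). No promoter of a neuroectoderm or epiblast marker was methylated enough to be tested, and Otx2 stood at 2.82% and 0.905% (camera adjusted p = 0.660). Housekeeping promoters were tested at 1 gene only, Ywhaz, which fell from 49.3% ± 9.81 to 24.1% ± 0.620 (edgeR adjusted p = 0.0378). It also passed adjusted over the list alone (camera adjusted p = 0.391), and Gusb stood at 4.96% and 2.51%. The windows of Ywhaz, Dab2 and Col1a2 hold 3 CpG sites each, outside CpG islands. They lie at the outermost annotated start and may not be the promoters in use. Of the genes in the deleted stretch only Tcta had a measured promoter, and it was not tested. Over all lists edgeR called 48 of 109 promoters lower and 0 higher (0 higher at an unadjusted p under 0.05), and limma 12 lower and 0 higher. Dab2, Afp, Col1a2, Postn and Ywhaz lost their calls without WT replicate 2 (adjusted p of 0.176, 0.295, 0.242, 0.446 and 0.359). Without WT replicate 5 Dab2, Col1a2, Postn and Ywhaz did (0.0859, 0.184, 0.0565 and 0.117), and without D2018A replicate 7 Col1a2, Postn and Ywhaz (0.274, 0.0933 and 0.0718).

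Gene bodies were lower in D2018A with few exceptions. The largest falls were in the hair keratin-associated gene Krtap4-8 (chromosome 11, 99779722 to 99780704) from 63.7% ± 0.257 to 25.7% ± 6.73 (SD, n = 2, edgeR adjusted p = 0.00377), the spermatid gene Cypt12 (chromosome 3, 17948410 to 17948959) from 65.4% ± 7.33 to 29.2% ± 8.93 (adjusted p = 0.00234) and the bitter taste receptor gene Tas2r143 (chromosome 6, 42400238 to 42401119) from 57.0% ± 7.93 to 21.1% ± 11.7 (adjusted p = 0.0133). Olfr119, Krtap24-1, Olfr1065, Olfr1048, Lce1d, Psme2b and Olfr38 followed, with falls of 34.8, 33.8, 33.5, 33.2, 32.6, 32.2 and 31.4 points. In all 14454 of 19113 gene bodies were lower and 0 higher (0 higher at an unadjusted p under 0.05 and 0 in limma), 97.9% had both D2018A libraries below both WT libraries against 16.7% by chance, and the median level was 40.7% in WT and 26.5% in D2018A. Each of the 10 genes lost its call without WT replicate 2 and without WT replicate 5, while the log2 odds stayed well below 0. They ran from -1.50 (Lce1d) to -2.33 (Krtap4-8) without WT replicate 2. Without WT replicate 5 they ran from -2.03 (Psme2b) to -2.73 (Olfr119), and with all libraries from -1.95 (Psme2b) to -2.33 (Krtap4-8).

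Across the body of Tet1 the level was 8.76% ± 0.731 in WT and 7.69% ± 0.941 in D2018A (SD, n = 2, 17259 to 21768 calls per library; edgeR adjusted p = 0.535), in Ogt 24.4% ± 2.55 and 22.4% ± 0.704 (adjusted p = 0.606) and in Uhrf1 18.2% ± 0.473 and 15.6% ± 0.527 (adjusted p = 0.383). Relative to the genome-wide level these 3 were higher, with log2 odds of 0.73, 0.79 and 0.68 and adjusted p of 0.000294, 0.00120 and 0.00282, as were Dnmt3a, Tdg and Tet2 (adjusted p of 0.0121, 0.0273 and 0.0235). Of the 20 tested bodies in the DNA methylation machinery list 10 were higher on that scale and 0 lower (edgeR), whereas 10 were lower in plain levels and 8 adjusted over the list alone. Dnmt1 fell from 35.9% ± 1.08 to 26.1% ± 2.50 (adjusted p = 0.0465), Dnmt3b from 36.9% ± 4.89 to 27.2% ± 3.53 (adjusted p = 0.0417), Dnmt3l from 26.1% to 16.4% (adjusted p = 0.0121), Tet3 from 52.0% to 37.9% (adjusted p = 0.0241) and Peg10 from 32.9% to 23.4% (adjusted p = 0.0344). Lefty2 fell from 25.3% to 13.3% (adjusted p = 0.00353), Lefty1 was at 6.27% and 1.43% and not tested, and Slc38a4 stood at 62.9% and 52.8% (adjusted p = 0.0622). None of these falls passed without WT replicate 2 (adjusted p from 0.489 for Lefty2 to 0.540 for Dnmt3b) or without WT replicate 5 (0.287 for Lefty2 to 0.343 for Dnmt1), and Dnmt1, Dnmt3b and Tet3 were also lost without D2018A replicate 7 (0.124, 0.142 and 0.0928).

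Over all gene bodies the relative scale gave 1327 lower and 2495 higher, so that 34.7% of calls were lower in place of 100%, and the median log2 odds went from -0.87 to 0.07. In plain levels, a fit without a WT library took its spread from the D2018A pair alone, so its calls are not informative. The median log2 odds stayed below 0, at -0.76 without WT replicate 2 and -0.98 without WT replicate 5. It was -0.65 without D2018A replicate 7 and -1.09 without D2018A replicate 8.

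The authors' list holds 42725 DMRs, most of them short: 79.7% joined 2 sites, the median length was 77 bp and the total 4.50 Mb. Of the 42700 covered in all libraries, 99.9% were lower in both D2018A libraries and 0 were higher in both. Their mean level was 68.6% ± 2.84 in WT and 27.5% ± 7.15 in D2018A (SD, n = 2), a difference of 41.1 points. Since regions were chosen on these libraries, that difference is not independent evidence. Cdh13 (T-cadherin; chromosome 8, 118283733 to 119324921) held most, 110 regions or 96.1 per 10000 sites, before Fgfr2 (chromosome 7, 83 regions), Wwox and Zfhx3 (chromosome 8, 62 each) and Gse1 (chromosome 8, 56 regions or 84.6 per 10000 sites). Fgfr2 is annotated over a long stretch and held 27.2 per 10000 sites. Cdcp2 (chromosome 4, 107096891 to 107113125), an example of the study, held 3, and its gene body fell from 63.9% ± 2.89 to 45.0% ± 2.38 (edgeR adjusted p = 0.00180, but 0.489 without WT replicate 2 and 0.287 without WT replicate 5). Chromosome 8 held 44.4 regions per 10000 covered sites, 1.90 times the median autosome, and chromosome X 17.7.

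**Figure D4:**
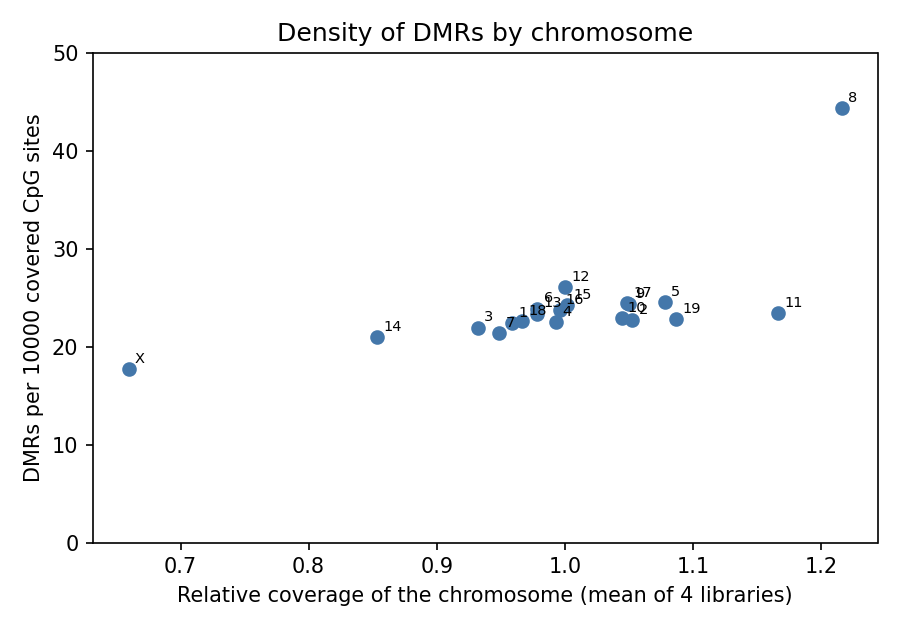
Number of DMRs per 10000 covered CpG sites against the relative coverage of the chromosome (ratio, mean of 4 libraries), with a point for each autosome and chromosome X. Chromosome 8 is highest with 44.4 and chromosome X lowest with 17.7.

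DMRs held fewer CpG island sites and more coding sequence than covered sites at large. CpG islands made up 0.573% of the CpG sites in DMRs and 6.05% of covered sites, and coding exons 11.8% and 5.70%. Islands stood at 2.06% in WT and DMRs fell by 41.1 points on average. Few DMRs could therefore lie in islands, whatever else differs there. Exons of all kinds made up 13.8% and 9.42%, a log2 ratio of 0.55. Random runs of the same number of covered sites, closely spaced as in DMRs, were 14.0% exonic on average, a log2 ratio of -0.02 for DMRs against them (permutation p = 0.338 two-sided, 0.836 one-sided for a higher share). Against sites matched on WT level, CpG density and coverage, the log2 ratio was -0.10, so the direction depended on the background.

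Genes with 2 or more DMRs overlapped genes with changed RNA. Of 19106 genes 3794 held at least 2 regions, among them 142 of 327 genes with changed RNA (43.4%) and 19.4% of the others, an odds ratio of 3.18 (95% interval 2.53 to 3.99; Fisher's exact test, two-sided, p = 1.37e-22). Within deciles of the number of covered sites the odds ratio over the same 19106 genes was 2.40 (95% interval 1.80 to 3.19, Mantel-Haenszel). These genes were not limited to those with detected RNA. A difference between expressed and silent genes was therefore not separated from the overlap. Genes with higher RNA (58 of 129) and with lower RNA (84 of 198) were both enriched, with odds ratios of 3.33 and 3.02 (Fisher's exact p = 9.63e-11 and 4.83e-13). Whether the RNA came from the lines sequenced here is not given in the sources used here. If it did, a change of 1 line could enter both sides.

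Promoters of genes with higher RNA in D2018A lost more methylation than other promoters. In that list 34 of 48 tested promoters fell and 1 rose (37 and 1 adjusted over the list alone), while in the list with lower RNA 12 of 62 fell and 1 rose (5 and 0 adjusted over the list alone). camera gave an adjusted p of 0.00660 for a larger loss at genes with higher RNA, which was 0.250 with an estimated correlation, 0.0568 without D2018A replicate 8, 1.55e-05 with promoters of 1000 bp either side and 0.00023 among promoters at 5% to 95%. For genes with lower RNA it gave an adjusted p of 0.220 for a smaller loss (0.487 with an estimated correlation). For these the adjusted p became 0.000198 with the wide window and 1.64e-05 among promoters at 5% to 95%.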

Values the study reported

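The study reported 42,725 DMRs between WT and D2018A mESCs. By LC-MS/MS, total 5mC in D2018A cells was given as about 25% below WT. In the study's count, 3587 genes held at least 2 DMRs between their start and end. RNA-seq gave 378 genes with changed expression, 157 of them up and 221 down. For promoter modification against expression change the paper states a Pearson r of −0.02 with a p of 0.025. A deletion of 25 kb was described in the WT lines.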

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

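For the genome-wide loss, the difference on sites covered in all libraries had been planned as an alternative, while its use against an explanation and the other tests were chosen only after the result was seen. Those on chromosome 8 were set before their results were known.

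Calls on the mitochondrial genome belong to no comparison above. There the CpG methylation level was 16.0% in WT replicate 2, 15.3% in WT replicate 5, 12.9% in D2018A replicate 7 and 16.0% in D2018A replicate 8, from 46633 to 60929 calls, where a count of 0 would allow at most 0.00643%. No explanation was tested.

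For the lower methylation of both D2018A libraries, less complete conversion of the WT libraries would raise nearly unmethylated sequence as well, but CpG island promoters differed by 0.126 points and the genome by 15.1. Sites covered at least 5 times in all 4 libraries differed by 14.9 points, which argues against different sites being read at lower depth. More X chromosomes per cell in the D2018A lines, a state linked to low methylation in mESCs, would raise their relative coverage of chromosome X, which was 0.653 in D2018A and 0.666 in WT, a difference of -0.0126. A loss that goes with the D2018A genotype may remain as a hypothesis, but with 2 lines each, and a deletion shared by the WT lines, differences between lines were not separated from the mutation by these libraries. The study measured cells with wild-type TET1 that keep a copy of the deleted stretch, and attributes the difference in methylation to the mutation.

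Chromosome 8 held an excess of DMRs, with 4175 regions or 44.4 per 10000 covered sites, 1.90 times the median autosome. Its relative coverage was 1.21, 1.21, 1.22 and 1.22 in the 4 libraries, while chromosome 11, with 1.1601 to 1.172, had 23.4 regions per 10000 sites. Rates of the other autosomes at the same depth and WT level gave 77.4% of the region sites seen on chromosome 8 (93.1% to 110% on other autosomes). At the same depth alone they gave 68.6% (92.6% to 119% on other autosomes). Depth could therefore account for part of the excess and cannot be told apart from other causes of the rest. Larger differences at its sites would have given at least 1.5 times the rate of changed sites of the median autosome at equal depth. The rate was 1.15 times (0.851 to 1.12 on other autosomes), and 1.04 times that predicted at equal depth and WT level, below chromosomes 3, 15 and 16, which argues against them, and the loss on the chromosome was 14.8 points against 15.1 over the genome.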

How the results depend on the processing

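The level limits, promoters at 5% to 95% and the background matched on coverage were chosen only after the data were seen. Of 121 alternative values over 20 results that answer a comparison, 92 kept direction and size. Of these, 36 of 53 came from other settings and 56 of 68 from leaving out a library. For levels, a change within the spread between libraries counted as kept. Leaving out 1 of 2 libraries cannot exceed that spread, so such values do not show robustness. For named lists and genes 639 of 876 kept direction and call (186 lost and 18 gained a call). Leaving out each library, promoters lower in D2018A numbered 6 to 3561, gene bodies 0 to 18112, bins 0 to 237614 and lists called 0 to 2; a lone library was assumed to vary like the other genotype. Such numbers follow which pair gives the spread, so they do not show which library the calls rested on. With each library left out, the genome-wide difference stayed between 11.2 and 18.9 points. The larger loss at genes with higher RNA had adjusted p from 0.00684 to 0.0568. limma called 777 promoters, and 598 were called with no limit on the level, where nearly unmethylated promoters enter. A window of 1000 bp gave 5822 promoters, with more calls per promoter, and 1 list (main 3); an estimated correlation gave 0 lists and 0.250 for genes with higher RNA, and promoters at 5% to 95% gave 0 lists. For genes with lower RNA the wide window gave 0.000198 and the 5% to 95% limit 1.64e-05. Relative to each library's genome-wide level 12 promoters, 1327 gene bodies and 29215 bins were lower, by construction, as the shared loss is removed. DMRs that held 4 or more CpG sites, not only joined significant ones, differed by 34.2 points (15879 regions). Exon enrichment (log2) was 1.88 against base pairs, 0.0406 for regions at least 0.5 exonic, 0.22 at matched level and density and -0.10 with coverage added. The cause was not tested unless named.

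Directions turned for lists at 5% to 95% (germline adjusted p 0.301, Nodal 0.502, machinery 0.880, mesoderm 0.578) and for machinery with the wide window (0.936) or without D2018A replicate 7 (leave-one-out range 0.649 to 0.936). On the relative scale log2 odds were above 0 at promoters of Dnmt1 (0.25), Dnmt3a (0.25), Slc38a4 (0.82), Tet3 (0.58), Mest (0.0404), Fkbp6 (0.10), Furin (0.14), Cer1 (0.24) and Mesp2 (0.14) and in the bodies of Dnmt1 (0.27), Dnmt3a (0.38), Dnmt3b (0.29), Dnmt3l (0.0923), Ogt (0.79), Peg10 (0.26), Slc38a4 (0.33), Tdg (0.48), Tet1 (0.73), Tet2 (0.35), Tet3 (0.11) and Uhrf1 (0.68), again by construction. The Slc38a4 promoter turned with the wide window (0.13) and ranged from -1.55 to 1.26 on leaving out libraries, and Sycp3 turned to -0.0299 with the wide window and ranged from -0.23 to 0.27. The cause was not tested. No paired analysis was possible because the groups share no replicate number.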

Other observations

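The tests of the promoter gap between genes with higher and with lower RNA were set before their results were known; the split of bins into genic and intergenic ones was chosen only after the class levels were seen.

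Intergenic DNA lost more methylation than genic DNA of the same starting level. Among autosomal 10 kb bins at 30% to 40% in WT replicate 2, genic bins went from 33.3% in WT replicate 5 to 20.2% in D2018A (a loss of 39.4%) and intergenic bins from 34.1% to 17.6% (48.5%). At 60% to 70% the losses were 26.3% and 29.2%. Intergenic bins lost the larger share in each of the 5 groups by WT replicate 2 and each of the 5 by WT replicate 5. No test was run on this.

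Chromosome Y had a relative coverage near 0 in all 4 libraries, with 970 of 514458 CpG sites covered in every library, and chromosome X one of 0.668, 0.664, 0.656 and 0.6507.

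Among promoters at 5% to 95%, those of genes with higher RNA in D2018A were lower by 16.8 points on average (48 promoters). Those of genes with lower RNA were lower by 9.24 (62 promoters). This level limit was chosen after the data were seen, and the gaps below cover the same promoters. Over all measured promoters the mean change was -6.08 points for higher RNA (141 promoters) and -3.03 for lower RNA (198 promoters). The medians there were -0.814 and -0.276 points. Different starting levels are argued against: against promoters of the same WT level the gap was 7.18 points (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations give). That test takes genes as independent. With an estimated correlation between genes (0.0155, against 0.01 preset) the camera adjusted p for genes with higher RNA was 0.250. That setting recovered 0 of 10 changed lists in simulated data, so it cannot tell whether correlation matters here. The gap was also present with each D2018A library taken alone. The smaller gap, in D2018A replicate 7 alone, was 5.95 points (permutation p = 0.00012). The gap in D2018A replicate 8 alone was 8.15 points. Both gaps were taken against the same WT libraries, so they are not independent of each other. A difference of the WT lines would enter both, so their agreement does not settle how far single lines contribute. A link between promoter loss and higher RNA may be a hypothesis for these lines, with the direction of cause open. The RNA may have come from the same lines.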
